# Histone Arginine Methyltransferase CARM1-Mediated H3R26me2 Is Essential for Morula-to-Blastocyst Transition in Pigs

**DOI:** 10.3389/fcell.2021.678282

**Published:** 2021-06-02

**Authors:** Zubing Cao, Xu Tong, Huiqun Yin, Naru Zhou, Xiangdong Zhang, Mengya Zhang, Xin Wang, Qiuchen Liu, Yelian Yan, Yangyang Ma, Tong Yu, Yunsheng Li, Yunhai Zhang

**Keywords:** CARM1, H3R26me2, blastocyst, pig, lineage specification

## Abstract

Coactivator-associated arginine methyltransferase 1 (CARM1) is involved in both establishment of first pluripotent lineage and pluripotency maintenance of embryonic stem cells (ESCs) in mice. However, the histone substrates and role of CARM1 in early embryonic development remain largely unknown. Here, we show that CARM1 specifically catalyzes H3R26me2 to promote porcine blastocyst formation. The putative histone substrates of CARM1, including H3R2me2, H3R17me2, and H3R26me2, are present in pig early embryos. The changes of *CARM1* mRNA during early embryogenesis parallel that of H3R26me2. Functional studies using a combinational approach of chemical inhibition and RNA interference (RNAi) showed that catalytic activity inhibition of CARM1 protein or knockdown (KD) of *CARM1* mRNA did not alter the levels of both H3R2me2 and H3R17me2, but significantly reduced H3R26me2 levels in porcine embryos. Furthermore, CARM1 inhibition or KD did not affect embryo development to the 2-cell, 4-cell, 8-cell, and morula stages, but severely compromised blastocyst development. *CARM1* knocked down embryos that developed to the blastocyst stage had fewer total cells, inner cell mass (ICM), and trophectoderm (TE) cells. Mechanistically, single embryo RNA-sequencing analysis revealed that *CARM1* KD altered the transcriptome characterized by downregulation of key genes associated with Hippo and PI3K-AKT signaling pathways. Taken together, these results demonstrate that CARM1 specifically catalyzes H3R26me2 in porcine embryos and participates in blastocyst development.

## Introduction

The blastocyst formation is an important cellular event during preimplantation embryonic development. Concomitantly, the first cell segregation generates pluripotent and differentiating lineages, leading to the formation of ICM and TE in blastocysts (Chazaud and Yamanaka, 2016; White and Plachta, 2020). The first lineage specification is tightly regulated by the restricted expression of master transcription factors (Rossant, 2018) and signaling pathways (Menchero et al., 2017). Epigenetic regulation on the chromatin is also critical for establishing lineage-specific gene expression during early embryogenesis. Accumulating studies showed that methylation on the DNA (Nakanishi et al., 2012) and histone lysine residues (Gao et al., 2010; Liu et al., 2016), and accessible chromatin landscape (Yang et al., 2020) present asymmetrical distribution between ICM and TE in blastocysts and play essential roles in the lineage specification. However, epigenetic regulation of the first lineage specification with histone arginine methylation remains poorly understood.

CARM1 (also known as PRMT4) is recognized as a transcriptional activator and belongs to the family of protein arginine methyltransferase. CARM1 usually mediates asymmetric arginine dimethylation on both histone tails and non-histone proteins (Shishkova et al., 2017; Jarrold and Davies, 2019). It was reported that CARM1 mainly catalyzes the dimethylation at histone H3 arginine 2 (H3R2), 17 (H3R17), and 26 (H3R26) (Schurter et al., 2001). It is worth noting that CARM1 preferentially methylates H3R17 over H3R26 in a cell type specific manner (Jacques et al., 2016). In addition, CARM1 can catalyze H3R17me2 in mouse early embryos (Torres-Padilla et al., 2007), but not in mouse embryonic fibroblasts (Cheng et al., 2020). This implies that CARM1’s option for histone arginine substrates has context-dependent effects. Considering the unique consequences of each methylargine isoform, it is necessary to determine CARM1’s histone substrate under a specific species or cellular context.

At the molecular level, CARM1-mediated histone dimethylation has been implicated in RNA transcription, pre-mRNA splicing, mRNA translation, and genome stability (Lorton and Shechter, 2019). CARM1 is also involved in several cellular processes, including pluripotency maintenance of ESCs (Wu et al., 2009), differentiation of epithelial cells (O’Brien et al., 2010), and spermatogenesis (Bao et al., 2018). In mouse blastocysts, ICM cells express a higher level of CARM1 protein relative to TE cells (Sun et al., 2020). Maternal and zygotic CARM1-deficient embryos could develop into blastocysts that contained fewer ICM cells (White et al., 2016; Xia et al., 2018). Correspondingly, *CARM1* overexpression-induced H3R26me2 is sufficient to contribute blastomere progeny to the ICM lineage in blastocysts (Torres-Padilla et al., 2007). Endogenous CARM1 in mouse embryos suppresses the expression of trophectodermal genes to ensure ICM lineage specification (Parfitt and Zernicka-Goetz, 2010). Intriguingly, a recent study by base editing in mouse embryos showed that CARM1-catalyzed H3R17me2 is required for blastocyst formation (Yang et al., 2019). However, the role of CARM1-mediated H3R26me2 in TE and blastocyst development remains largely unclear.

Given the similarity of reproductive physiology, embryonic developmental timing in pigs to humans (Mordhorst and Prather, 2017; Alberio, 2020), studies in the pig may be informative for understanding the development of human embryos. In the present study, we investigated the role and potential mechanisms of CARM1 in porcine early embryonic development. We found that CARM1 specifically recognizes H3K26me2 in porcine early embryos. Functional studies using RNAi reveal that CARM1-mediated H3R26me2 is indispensable for both lineage specification and blastocyst formation. Single-embryo RNA sequencing analysis demonstrate that CARM1 regulates the expression of key genes required for lineage specification. Our findings provide new insights into the role of CARM1-catalyzed H3R26me2 in porcine blastocyst development.

## Materials and Methods

All reagents used were purchased from Sigma (Sigma-Aldrich, St Louis, MO) unless otherwise stated. Animal experiments were conducted in accordance with the Institutional Animal Care and Use Committee (IACUC) guidelines under current approved protocols at Anhui Agricultural University.

### Preparation of CARM1 Inhibitor

CARM1 inhibitor (Millipore, 217531) was dissolved in DMSO (Sigma, D2650) and stored at −20°C. Embryo culture medium was used to dilute the stock solution to obtain the desired working solution. The same volume of DMSO was added into the medium as a control when the chemical was used.

### Oocyte *in vitro* Maturation

Ovaries were collected from a local slaughterhouse. Follicular fluid was aspirated from antral follicles at 3–6 mm in diameter. Cumulus-oocyte complexes (COCs) were selected under a stereomicroscope. Subsequently, COCs were cultured in one well of 4-well plate containing 400 μL *in vitro* maturation medium for 44 h at 38.5°C, 5% CO_2_ and saturated humidity. Cumulus cells surrounding oocytes was removed using 1 mg/mL hyaluronidase following maturation.

### Parthenogenetic Activation (PA)

Oocytes at metaphase II stage were stimulated using two pulses of direct current (1.56 kV/cm for 80 ms) in activation medium. Subsequently, the activated oocytes were washed three times in the porcine zygote medium (PZM-3) medium and were incubated in the chemically assisted activation medium for 4 h. Then, embryos were cultured in PZM-3 droplets at 38.5°C, 5% CO_2_ and 95% air with saturated humidity.

### *In vitro* Fertilization (IVF)

Oocytes at the metaphase II were washed in the modified Tris-buffered medium (mTBM) containing 2 mg/mL BSA and 2 mM caffeine. The oocytes were incubated in mTBM for 4 h at 38.5°C in 5% CO_2_ in air. Semen of two boars was mixed and centrifuged at 1,900 g for 4 min in DPBS supplemented with 1 mg/mL BSA. Following the removal of supernatant, the sperm concentration was adjusted with mTBM to 1 × 10^6^ sperms/mL. The semen was then added to the mTBM droplets containing oocytes. After co-incubation of oocyte and sperm for 6 h, sperms surrounding oocytes were washed out and presumptive zygotes were cultured in PZM-3 at 38.5 C in 5% CO_2_ in air.

### *In vitro* Transcription

*CARM1-mCherry* mRNA used for microinjection was synthesized *in vitro*. pIVT- *CARM1-mCherry* plasmid containing T7 promoter was linearized by digestion with BspQI. Linearized DNA templates were purified using a DNA clean and concentrator Kit (ZYMO RESEARCH, D4003, Tustin, CA, United States). According to the manufacture’s manual, *in vitro* transcription of *CARM1-mCherry* mRNA was performed through using mMESSAGE MACHINE TM T7 kit (Ambion, AM1344, shanghai, China) and Poly (A) Tailing Kit (Ambion, AM1350, Shanghai, China). Then, mRNA was treated with TURBO DNase to remove the DNA templates and was further purified using MEGAclear Kit (Ambion, AM1908, Shanghai, China). After mRNA was dissolved in RNase-free water, mRNA concentration was determined by a NanoDrop instrument (Thermo Fisher Scientific, Shanghai, China) and was then aliquoted and stored at −80°C.

### Real-Time Quantitative Polymerase Chain Reaction (qPCR)

Total RNA was extracted from oocytes and embryos using RNeasy Mini Kit (Qiagen, 74104). RNA was transcriptionally reversed into cDNA using QuantiTect Reverse Transcription Kit (Qiagen, 205311). The primers used in this study were listed in Supplementary Table 1. The assembly of polymerase chain reaction was prepared in FastStart SYBR Green Master (Roche, 04673514001) and was run on StepOne Plus (Applied Biosystems, Foster, United States). The samples were collected three times and three biological replicates were conducted for each gene. *EF1A1* was used as the internal reference gene. The Cq values were obtained and analyzed using the 2^–ΔΔCt^ method.

### Immunofluorescence Staining

Embryos were fixed in 4% paraformaldehyde solution for 15 min, permeabilized with 1% Triton X-100 for 30 min at room temperature (RT) and then blocked with 2% BSA at RT for 1 h. Samples were incubated in solution containing primary antibodies overnight at 4°C. Following washing, samples were incubated for 1 h in solution containing secondary antibodies in the dark at 37°C. Following washing, samples were counterstained using 4, 6-diamidino-2-phenylindole dihydrochloride or propidium iodide for 10 min and were then loaded onto glass slides. Finally, samples were imaged using laser scanning confocal microscopy (Olympus, Japan). Information regarding primary and secondary antibodies used was provided in Supplementary Table 2.

### Microinjection

siRNA species was designed to target three different sites of the porcine *CARM1* coding region (GenePharma, Shanghai, China). Microinjection was performed in a T2 (TCM199 with 2% FBS) medium containing 7.5 μg/mL Cytochalasin B on an inverted microscope (Olympus, Japan). Approximately 10 pl of siRNA solution (50 μM) was microinjected into the cytoplasm of MII oocytes. Embryos were cultured in PZM-3 medium for 7 days.

### Single-Embryo RNA Sequencing

Single embryo at day 5 (non-injected and *CARM1*-siRNA injected embryos) was collected for RNA-seq analysis. RNA was extracted using the RNeasy Mini Kit (Qiagen, 74104). Pre-amplified cDNA was fragmented using Fragmentase (NEB, M0348S) via the incubation at 37°C for 20 min. cDNA libraries were constructed by TruSeq Nano DNA LT Library Preparation Kit (FC-121-4001). Then, the libraries were sequenced on the Illumina HiSeq 2500 instrument (LC-Sciences, Hangzhou, China). The reads were mapped to the pig reference genome. Differential gene expression between non-injectedand *CARM1* siRNA injected embryos was determined using Cufflinks. The threshold for significance was a false discovery rate ≤0.05 and a fold expression change ≥2. GO analysis was performed using DAVID Bioinformatics Resources 6.8. RNA-seq data are presented in Supplementary Tables 3–5.

### Statistical Analysis

Statistical analyses were performed using one-way ANOVA or Student’s *t*-test (SPSS 17.0). All experiments were carried out at least three times and were presented as mean ± standard error of mean (mean ± S.E.M). *P* < 0.05 was considered to be statistically significant.

## Results

### Characterization of *CARM1* mRNA and Potential Histone Substrates in Early Embryos

To quantify the relative abundance of *CARM1* mRNA in early embryos, qPCR was performed to determine the expression of *CARM1* mRNA. The results revealed that *CARM1* is expressed in oocytes and embryos, but the expression levels of *CARM1* mRNA are significantly higher in embryos at the 4-cell and 8-cell stages compared to oocytes, morulae, and blastocysts (Figure 1A) (*P* < 0.05). Furthermore, immunofluorescence staining was performed to determine the localization of CARM1’s putative histone substrates including H3R2me2, H3R17me2, and H3R26me2 in porcine embryos. The specificity of the arginine dimethylation antibodies in porcine blastocysts had been verified before undergoing immunostaining experiment (Supplementary Figure 1A). Immunofluorescence analysis showed that the dimethylation modifications of three histone arginine residues simultaneously localize at the cytoplasm and nuclei of both GV and MII oocytes whereas they are present in nuclei throughout early embryonic development (Figures 1B–D). Additionally, the dimethylation modifications of three histone arginine residues are also present in both the ICM and TE cells of blastocysts (Figures 1B–D). Therefore, these results indicate that *CARM1* mRNA and its putative dimethylation modifications of histone arginine residues are dynamically present in early embryonic development.

**FIGURE 1:**
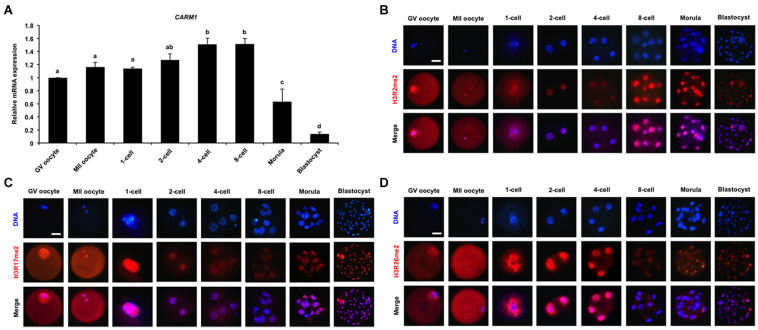
Dynamics of CARM1 mRNA and putative histone substrates in early embryos. **(A)** Expression of *CARM1* mRNA in porcine early embryos. Relative abundance of *CARM1* mRNA was determined by qPCR. Data were normalized to the reference gene (*EF1*α*1*) and the data from GV oocytes were set as 1. GV, germinal vesicle; MII, metaphase II. Data are shown as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05). Changes of H3R2me2 **(B)**, H3R17me2 **(C)**, H3R26me2 **(D)** levels in early embryonic development. Embryos were stained for H3R2me2, H3R17me2, H3R26me2 (red), and DNA (blue). Representative images obtained by confocal microscopy are shown. The experiment was independently repeated three times with at least 30 embryos per group. Scale bar: 50 μm.

### Chemical Inhibition of CARM1 Activity Blocks Blastocyst Formation and Reduces H3R26me2 Levels in Early Embryos

To determine the specific histone arginine substrates of CARM1 in porcine embryos, a chemical inhibitor with different concentrations (9, 18, and 27 μM) was used to treat embryos. The developmental results revealed that treatment of 9 μM CARM1 inhibitor did not affect the developmental rates of early embryos (Figures 2A,B and Supplementary Figures 2A,B). Treatment of 18 μM CARM1 inhibitor partially hindered the development of 2-cell to morula whereas it significantly reduced the blastocyst rates (Figures 2A,B and Supplementary Figures 2A,B) (*P* < 0.05). Treatment of 27 μM CARM1 inhibitor significantly blocked the development of 2-cell to blastocyst stages (Figures 2A,B and Supplementary Figures 2A,B) (*P* < 0.05). Considering the developmental phenotypes of embryos exposed to different concentrations of CARM1 inhibitor, the dosage of 27 μM was used in the subsequent experiments. To further determine the levels of H3R2me2, H3R17me2, and H3R26me2, immunofluorescence staining was performed in embryos at the 2-cell, 4-cell, and blastocyst stages. The results showed that CARM1 inhibition did not affect H3R2me2 and H3R17me2 levels, but significantly reduced H3R26me2 levels in embryos at the indicated stages (Figures 2C–E and Supplementary Figures 2C,D) (*P* < 0.05). Therefore, these data demonstrate that CARM1 activity is required for blastocyst formation and the generation of H3R26me2 modification in porcine embryos.

**FIGURE 2:**
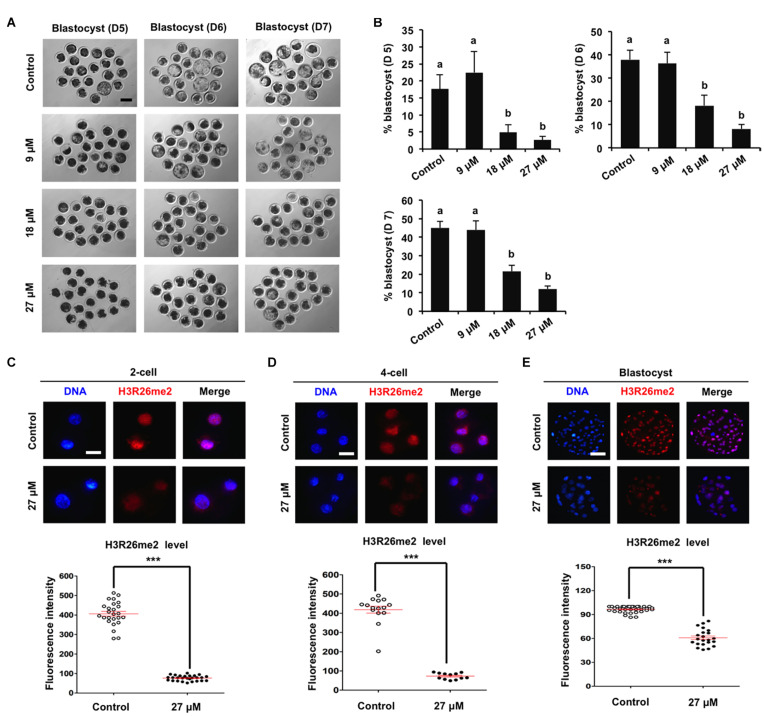
Effect of CARM1 inhibition on blastocyst development and H3R26me2 levels in embryos. **(A)** Representative images of blastocysts at days 5, 6, and 7 from control and treatment groups. Scale bar: 100 μm. **(B)** Effect of treatment of CARM1 inhibitor with different concentrations on blastocyst rates. Effect of CARM1 inhibition on H3R26me2 levels in 2-cell **(C)**, 4-cell **(D)**, and blastocysts **(E)**. Embryos at different stages were stained for H3R26me2 (red) and DNA (blue). The experiment was independently repeated three times with at least 12 embryos per group. Scale bar: 50 μm. All data are shown as mean ± S.E.M and different letters on the bars or asterisks indicate significant differences (*P* < 0.05).

### siRNA Injection Efficiently Attenuates Expression of CARM1 mRNA and Protein and Specifically Decreases H3R26me2 Levels in Early Embryos

To further confirm whether CARM1 protein specifically recognizes the H3R26 residue in porcine embryos, RNAi approach was used to delete the CARM1 protein. MII oocytes were microinjected with *CARM1* siRNA or negative control (NC) siRNA. Uninjected oocytes served as control groups. A subset of embryos at the 4-cell and 8-cell stage was subject to qPCR to detect the expression levels of *CARM1* mRNA. The results revealed that siRNA injection significantly reduced the levels of *CARM1* mRNA in embryos at the 4-cell (Figure 3A) and 8-cell (Figure 3B) stage compared to the control groups (*P* < 0.05). No differences in expression levels of *CARM1* mRNA were observed between NC group and uninjected group (Figures 3A,B). There are not available for porcine specific CARM1 antibodies so that we could not directly evaluate the levels of CARM1 protein in embryos. Instead, we constructed the fusion expression vector of *CARM1-mCherry* and synthesized *in vitro* the fusion mRNA. Both *CARM1-mCherry* mRNA and siRNA was injected into oocytes and served as the experimental group, uninjected, *mCherry* mRNA or *CARM1-mCherry*mRNA injection served as the control groups. Fluorescence intensity analysis showed that *CARM1* siRNA injection significantly reduced the levels of CARM1-mCherry protein at the 4-cell stage compared to the control groups (Figure 3C) (*P* < 0.05). Next, immunofluorescence staining was performed to evaluate whether *CARM1* KD affected the levels of H3R2me2, H3R17me2, and H3R26me2 in embryos. As shown in Supplementary Figures 3A,B, *CARM1* KD did not alter the levels of both H3R2me2 and H3R17me2 in embryos at the 2-cell, 4-cell, and blastocyst stage. However, *CARM1* KD significantly decreased H3R26me2 levels in embryos at the 2-cell (Figure 3D), 4-cell (Figure 3E), and blastocyst (Figure 3F) stage compared to the control groups (*P* < 0.05). Collectively, these results document that CARM1 protein specifically catalyzes H3R26me2 in porcine early embryos.

**FIGURE 3:**
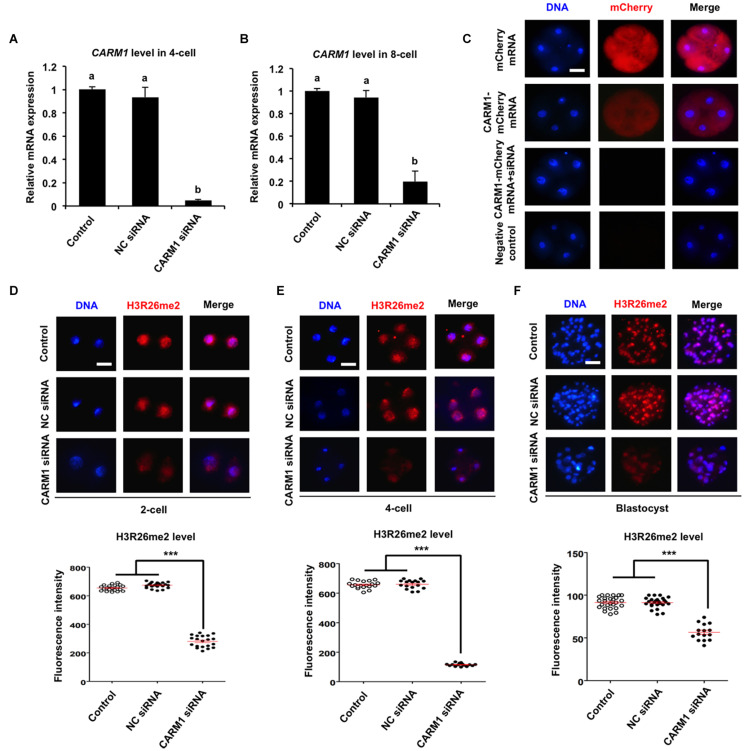
Effect of siRNA injection on CARM1 expression and H3R26me2 levels in embryos. Expression levels of *CARM1* mRNA in 4-cell **(A)** and 8-cell **(B)** from control, NC siRNA injection, and *CARM1* siRNA injection were determined by qPCR. NC, negative control. **(C)** Expression of CARM1 protein in 4-cell embryos. Embryos from the indicated groups were imaged for mCherry (red) and DNA (blue) by confocal microscopy and the representative images are shown. The experiment was independently repeated three times with at least 20 embryos per stage. Scale bar: 50 μm. Effect of siRNA injection on H3R26me2 levels in 2-cell **(D)**, 4-cell **(E)**, and blastocysts **(F)**. Embryos at different stages were stained for H3R26me2 (red) and DNA (blue). The experiment was independently repeated three times with at least 15 embryos per group. Scale bar: 50 μm. All data are shown as mean ± S.E.M and different letters on the bars or asterisks indicate significant differences (*P* < 0.05).

### *CARM1* Knockdown Impedes Blastocyst Formation and Disrupts Normal Lineage Allocation

To elucidate whether *CARM1* KD affected embryo development, the developmental rates of PA embryos at each stage were subject to statistical analysis. We found that *CARM1* KD had no effect on embryo development to 2-cell, 4-cell, 8-cell, and morula stage (Supplementary Figures 3C,D), but reduced the blastocyst rates (Days 5–7) compared to the control groups (Figures 4A,B) (*P* < 0.05). Additionally, we did not observe differences in the rates of embryo development between NC siRNA injected and uninjected control groups (Figures 4A,B and Supplementary Figures 3C,D). To confirm the specificity of *CARM1* KD, rescue experiments were performed by coinjection of *CARM1*-mCherry mRNA and *CARM1* siRNA in oocytes. The results revealed that coinjection of *CARM1*-mCherry mRNA and *CARM1* siRNA could restore blastocyst formation of *CARM1* KD embryos (Figures 4C,D), demonstrating a specific role of CARM1 in early embryonic development. To determine whether *CARM1* KD impaired lineage allocation in blastocysts, embryos were stained with a CDX2 antibody to determine the TE cell number (Figure 4E). The number of ICM cells was indirectly determined by subtracting the TE number from the total cell number. The results showed that *CARM1* KD resulted in a significant reduction in the number of total cells, ICM and TE cells (Figure 4F) (*P* < 0.05). However, the ratio of ICM cells to TE cells in the *CARM1* KD blastocysts was similar to that in the control groups (Figure 4F). Similarly, *CARM1* KD did not impair the development of IVF embryos before the morula stage (data not shown), while *CARM1* KD led to a significant reduction in both embryos that developed to blastocyst stage (days 5–7) (Supplementary Figures 4A,B) and lineage cells of IVF blastocysts (Supplementary Figures 4C,D) (*P* < 0.05). Hence, these results indicate that CARM1 is indispensable for blastocyst formation and normal lineage allocation.

**FIGURE 4:**
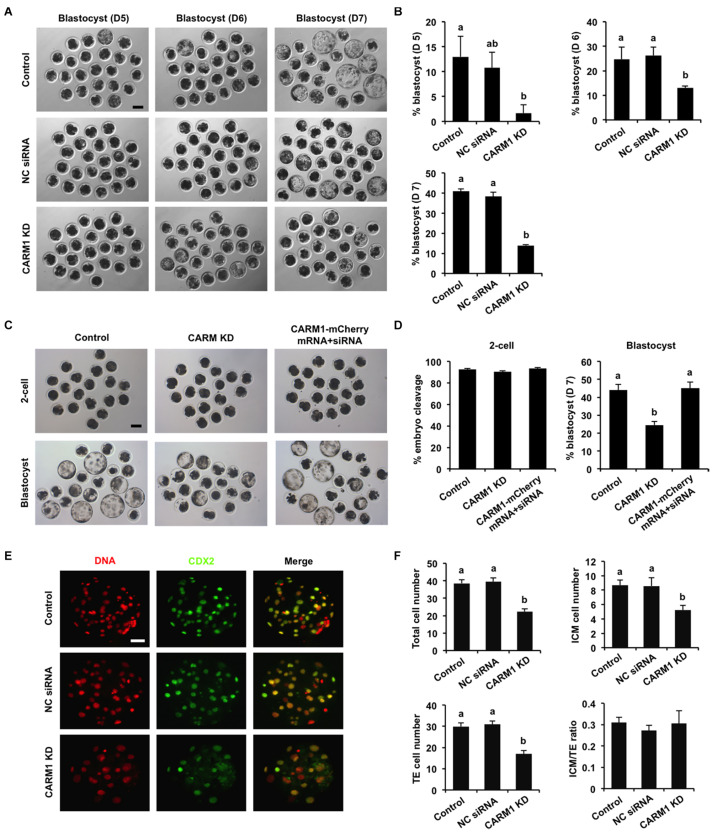
Effect of *CARM1* knockdown on blastocyst development and lineage allocation. **(A)** Representative images of blastocysts from different stages at days 5, 6, and 7. Scale bar: 100 μm. **(B)** Analysis of blastocyst rates at days 5, 6, and 7. **(C)** Representative images of 2-cell embryos and blastocysts. Scale bar: 100 μm. **(D)** Analysis of cleavage and blastocyst rates. **(E)** Representative fluorescence images of blastocysts. Embryos at different groups were stained for CDX2 (green) and DNA (red). The experiment was independently repeated three times with at least 20 blastocysts per group. Scale bar: 50 μm. **(F)** Analysis of lineage allocation in blastocysts. The numbers of total cells, ICM cells, TE cells, and the ratio of ICM cells to TE cells were recorded and subject to statistical analysis. ICM: inner cell mass; TE: trophectoderm. All data are shown as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05).

### *CARM1* Knockdown Alters the Global Transcriptome in Early Embryos

To decipher the molecular mechanisms of CARM1 regulating embryo deve0lopment, single-embryo RNA sequencing was utilized to characterize tanscriptomic changes in *CARM1* KD embryos. 

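The deposited tables hold 6 libraries, each made from 1 whole embryo: 3 uninjected control embryos and 3 *CARM1* KD embryos, whose oocytes had received about 10 pl of *CARM1* siRNA at 50 μM. The paper states that the embryos were collected at day 5, and the sample labels call them blastocysts. Because each library is a separate embryo, the spread within a group includes differences between embryos. For 24358 genes and 47421 transcripts, the authors deposited FPKM values (fragments of a transcript scaled to its length and to the fragments mapped in the library) and estimated counts. The paper names Cufflinks for differential expression, and the submitters' processing notes list fastp, HISAT2, StringTie and edgeR. Gene coordinates in the tables overlapped the RefSeq genes of the pig assembly Sscrofa11.1 for 14752 of 14757 genes of the same symbol and chromosome. The counts summed to 41727594, 29606920 and 26341924 in control 1, 2 and 3, and to 39621756, 36324385 and 40080850 in *CARM1* KD 1, 2 and 3.
The embryos differed in composition. Genes encoded by the mitochondrial genome took 46.0% of all counts in control 2, against 16.8% in control 1, 18.3% in control 3 and 14.5%, 23.9% and 20.6% in *CARM1* KD 1, 2 and 3. Transcripts of the oocyte list, such as *BMP15* and *WEE2*, summed to 4977 FPKM in control 2 and 2450 FPKM in *CARM1* KD 3, and to 974, 267, 403 and 49.4 FPKM in control 1, control 3, *CARM1* KD 1 and *CARM1* KD 2. A list of 11 Y-linked genes from the study's DEGs summed to 142 FPKM in *CARM1* KD 1 and 188 FPKM in *CARM1* KD 2, and to at most 0.131 FPKM in the other 4 embryos. Genes with an FPKM of at least 1 in at least 2 embryos, 10639 in all, were tested with edgeR's quasi-likelihood test on the estimated counts, rounded to whole numbers and scaled by TMM (trimmed mean of M values). The common biological coefficient of variation was 1.12. In counts simulated with this spread, the test called 1 of 50 genes changed 16-fold and 0 of 50 changed 64-fold at an adjusted p under 0.05, and 35 and 47 of them at an unadjusted p under 0.05.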

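*CARM1*, which encodes the arginine methyltransferase targeted by the siRNA, was lower in each of the 3 *CARM1* KD embryos than in any control embryo. Its FPKM was 1.96, 4.54 and 1.26 in control 1, 2 and 3 (mean 2.58 ± 1.73, SD, n = 3) and 0.130, 0.150 and 0.274 in *CARM1* KD 1, 2 and 3 (mean 0.184 ± 0.0784, SD, n = 3). The *CARM1* KD mean was 7.14% of the control mean. These values rest on estimated counts of 500, 808 and 204 in the control embryos and 32, 35 and 68 in the *CARM1* KD embryos. The gene (ENSSSCG00000013633) lies on chromosome 2 from 69602157 to 69647520. Its transcript ENSSSCT00000014888, of 5812 nucleotides in 16 exons, held all of these counts, and ENSSSCT00000062049, of 5743 nucleotides in 15 exons, had a count of 0 in every embryo.
Of 18 tested genes of arginine methylation, *CARM1* included, 12 had higher and 6 lower values in the *CARM1* KD embryos, and 0 passed an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone (1 gene, *CARM1* itself, at an unadjusted p under 0.05). *PRMT1*, which writes asymmetric dimethylarginine on H4R3, had a mean FPKM of 26.3 ± 6.02 (SD, n = 3) in the control embryos and 34.0 ± 6.58 (SD, n = 3) in the *CARM1* KD embryos. *PRMT5*, which writes symmetric dimethylarginine, had 11.2 ± 7.82 and 15.5 ± 7.41 (SD, n = 3 each). The list's median log2 fold change was 0.20, its mean was -0.07, and limma's camera test placed it lower with an adjusted p of 0.882.
For *CARM1*, the log2 fold change was -3.98 (standard error 1.02), with an unadjusted p of 0.00516 and an adjusted p of 0.9999 from edgeR's quasi-likelihood test. DESeq2, added after the data were seen, gave -4.18 with an adjusted p of 0.00474, and the adjusted p ranged from 0.00474 to 1 over the alternatives. An exact permutation test (2-sided) of the log2(FPKM + 1) values gave p = 0.1, the smallest p that 3 embryos against 3 allow.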

To validate the single-embryo RNA sequencing data, the expression levels of 6 differentially expressed genes (DEGs) (3 downregulated and 3 upregulated genes), namely *ID2*, *CCND2*, *CARM1*, *PLK5*, *PPP2R2C*, and *CCNA1*, were analyzed by qPCR. The expression patterns of these selected genes are highly consistent with the treads obtained from RNA sequencing data (Supplementary Figure 5), suggesting the robustness of the results obtained by RNA sequencing. 

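Among the other genes measured by qPCR, *ID2* and *CCND2* were lower in every *CARM1* KD embryo than in any control embryo. *ID2*, an inhibitor of basic helix-loop-helix transcription factors, had FPKM values of 5.55, 14.9 and 2.34 in control 1, 2 and 3 and of 0.510, 0.900 and 0.402 in *CARM1* KD 1, 2 and 3. *CCND2*, the G1 cyclin D2, had a mean of 7.03 ± 8.38 FPKM (SD, n = 3) in the control embryos and 0.0435 ± 0.0382 (SD, n = 3) in the *CARM1* KD embryos. *CCNA1*, cyclin A1, had a higher mean in the *CARM1* KD embryos (12.4 ± 16.4 FPKM, SD, n = 3) than in the control embryos (0.944 ± 0.837, SD, n = 3), but the groups overlapped, since *CARM1* KD 3 had 1.04 and control 3 had 1.59. *PLK5*, a polo-like kinase that the tables give only by its identifier ENSSSCG00000013434 and Table S4 by its name, and *PPP2R2C*, a regulatory subunit of protein phosphatase 2A, had a count of 0 in all 3 control embryos. *PLK5* had FPKM values of 0, 0.547 and 0.286 and *PPP2R2C* values of 0.255, 0.735 and 0 in *CARM1* KD 1, 2 and 3, so that 1 *CARM1* KD embryo had a count of 0 for each. Against a floor of 3 counts over the control group, *PLK5* was at least 51.1-fold higher and *PPP2R2C* at least 37.7-fold higher in the *CARM1* KD group, and both were too low for the genes tested. Such a fold, here and below, compares summed counts of the groups and covers counting error only, not the spread between embryos.
*ID2* (ENSSSCG00000008645) lies on chromosome 3 from 127499410 to 127503297, *CCND2* (ENSSSCG00000038694) on chromosome 5 from 66087379 to 66114616 and *CCNA1* (ENSSSCG00000009354) on chromosome 11 from 12395872 to 12405399. The log2 fold change was -3.68 for *ID2* (standard error 1.06) and -7.33 for *CCND2* (standard error 2.12), both at an unadjusted p under 0.05, and 3.82 for *CCNA1* (standard error 1.98), which missed that threshold. Of the 4 tested genes of the qPCR set, *CARM1* included, 0 passed an adjusted p under 0.05 from edgeR's quasi-likelihood test over all genes, 3 passed at an unadjusted p under 0.05 and 3 passed when adjusted over the list alone, and DESeq2, run after the data were seen, called *CARM1* and *CCND2*. The study chose this set on these embryos, so the count adjusted over the list alone is not independent evidence. Without *CARM1* KD 2, which had 31.3 FPKM of *CCNA1*, its log2 fold change was 1.60. It was -0.32 with a term for Y-linked transcripts, which sets *CARM1* KD 3 alone against the control embryos.

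**Figure D1:**
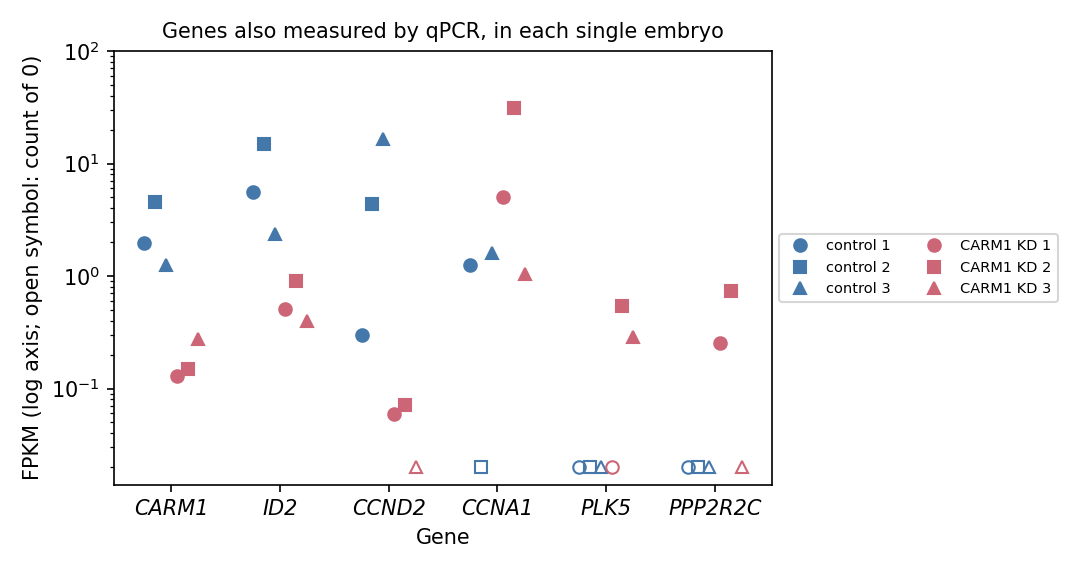
FPKM (vertical log axis) of the 6 genes also measured by qPCR (horizontal axis), 1 point per embryo, in blue for control and red for *CARM1* KD embryos; the symbol shape marks the replicate number and an open symbol at the foot marks a count of 0. *CARM1*, *ID2* and *CCND2* lie lower in all 3 *CARM1* KD embryos, while the 2 groups overlap for *CCNA1*, *PLK5* and *PPP2R2C*.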

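The genes with the smallest p whose groups did not overlap were mostly lower in the *CARM1* KD embryos. *PYY*, the gut hormone peptide YY, had a mean of 15.6 ± 14.1 FPKM (SD, n = 3) in the control embryos and 0.494 ± 0.241 (SD, n = 3) in the *CARM1* KD embryos. *CLEC11A*, a secreted growth factor of the C-type lectin family, had 3.34 ± 2.04 and 0.199 ± 0.0949 (SD, n = 3 each). *SLC39A10*, a zinc importer, had 18.9 ± 4.93 and 4.45 ± 2.09, and *LASP1*, an actin-binding protein of focal adhesions, had 20.5 ± 14.0 and 2.85 ± 0.715 (SD, n = 3 each). In the other direction, *MISP*, which positions the mitotic spindle, had FPKM values of 1.60, 1.37 and 1.09 in *CARM1* KD 1, 2 and 3 and 0.000701 or less in the control embryos.
The log2 fold changes were -5.06 for *PYY* (standard error 1.19), -4.27 for *CLEC11A* (1.03), -2.30 for *SLC39A10* (0.66), -2.96 for *LASP1* (0.85), -5.63 for *ACAP1* (1.66) and 8.18 for *MISP* (2.08), each at an unadjusted p under 0.05. *ACAP1* was highest in control 2 (8.07 FPKM), and its 0.148 FPKM in control 1 lay just above the 0.141 FPKM in *CARM1* KD 3. *CEACAM19* and ENSSSCG00000039758 had a count of 0 in all *CARM1* KD embryos, and were at least 75.6-fold and at least 119-fold lower there against a floor of 3 counts over the group. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 0 of 10639 genes passed, none of these included. At an unadjusted p under 0.05 with at least a 2-fold change, 36 genes were higher and 37 lower, of which 12 higher genes lie on chromosome Y and 4 lower genes are mitochondrial. DESeq2, run after the data were seen, called 5 genes higher and 7 lower at an adjusted p under 0.05, among them *CARM1*, *GPC3*, *MISP*, *PYY*, *CLEC11A*, *ACAP1* and *CCND2*, and 4 of the 12 are Y-linked. The groups did not overlap for 520 genes (4.89% of those tested, where chance gives 10%), of which 406 were higher and 114 lower.
Of the genes that the study lists in Table S3, 78 were among those tested, 46 of its lower and 32 of its higher genes, and all 78 had the direction given there. Of these, 51 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone, which is no independent evidence because the list was chosen on these embryos. The 76 genes not tested were too low for the filter. Of these, 35 of 43 lower genes had a count of 0 in all *CARM1* KD embryos and 31 of 33 higher genes a count of 0 in all control embryos. Control 2, the embryo with the highest sum of oocyte transcripts, had the highest control FPKM for 60 of the 89 lower genes. Without control 2, 72 of them stayed at least 2-fold lower by group means and 12 were higher in the *CARM1* KD mean. Of the 89, 40 had a count of 0 in all *CARM1* KD embryos, so that nearly any count in control 1 or 3 kept these 2-fold lower. The 72 are thus not independent evidence of a difference. *CARM1* KD 3, the embryo with the next highest sum of oocyte transcripts, had a count of 0 for 27 of the 65 higher genes. These 27 include all 11 listed Y-linked genes. Without *CARM1* KD 2, 7 genes were higher at the unadjusted threshold, without *CARM1* KD 1, 19, and without control 1, 67, while 70 were lower without *CARM1* KD 3.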

We identified a total of 154 DEGs between *CARM1* KD and uninjected control groups, of which there were 89 down-regulated genes and 65 up-regulated genes, respectively (Figure 5A and Supplementary Table 3). Furthermore, GO analysis was performed to annotate the potential function of the DEGs in embryo development. The DEGs were classified into three main categories (biological process, cellular component, and molecular function) according to the GO database. 

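Of the 10 genes that the study assigned to positive regulation of cell population proliferation, 6 were tested, and 5 of these had lower values in the *CARM1* KD embryos and 1, *CCNA1*, had higher values. The 5 include *CARM1*, the target of the siRNA. *FGF19*, a secreted fibroblast growth factor, had FPKM values of 2.04, 0 and 0.776 in control 1, 2 and 3 and a count of 0 in all *CARM1* KD embryos. By summed counts it was at least 89.7-fold lower there, although control 2 also had a count of 0. *PROX1*, a homeobox transcription factor, had 0, 0 and 0.111 in the control embryos and 0.546, 5.56 and 0.855 in the *CARM1* KD embryos. *ST8SIA1*, a sialyltransferase, had a count of 0 in all control embryos and was at least 120-fold higher in the *CARM1* KD group.
In the group of negative regulation of epithelial cell proliferation, *GPC3*, a cell-surface glypican (ENSSSCG00000012680, chromosome X, 109536447 to 110060245), had 4.25 ± 1.64 FPKM (SD, n = 3) in the control embryos and 0.387 ± 0.299 (SD, n = 3) in the *CARM1* KD embryos, a log2 fold change of -3.73 (standard error 1.09) at an unadjusted p under 0.05. *WNT10B*, a Wnt ligand, had FPKM values of 0, 4.45 and 3.87 in control 1, 2 and 3 and of 0.125, 0 and 0.0790 in *CARM1* KD 1, 2 and 3 (log2 fold change -5.56, standard error 2.56, not past an unadjusted p of 0.05), and with library weights its log2 fold change turned to 0.50. *HPN*, a serine protease, had its highest value in control 2 (4.09 FPKM) and a count of 0 in all *CARM1* KD embryos, and *IL26* had 10.3 FPKM in control 2.
In the group of cell adhesion, *ADAM8*, a membrane metalloprotease, had 0.0514, 0 and 0 FPKM in the control embryos and 0.505, 3.11 and 0.261 in the *CARM1* KD embryos. *TGFBI*, an extracellular matrix protein, had a count of 0 in all control embryos and 0, 0.973 and 0.540 FPKM in *CARM1* KD 1, 2 and 3, at least 32.1-fold higher. *PCDH8*, a protocadherin, had 47.6 FPKM in control 2 and at most 1.68 in any other embryo (log2 fold change -6.01, standard error 2.71, not past an unadjusted p of 0.05).
The 6 tested proliferation genes, *CARM1* included, were placed lower by limma's camera test (adjusted p = 1.07e-09), and the call was lost with an estimated correlation (adjusted p = 0.0677). From edgeR's quasi-likelihood test 0 of the 6 passed an adjusted p under 0.05 over all genes, 4 had an unadjusted p under 0.05 and 4 passed when adjusted over the list alone. *CARM1* is 1 of the 4 at an unadjusted p under 0.05, and its lower value was the aim of the siRNA. The study chose these groups on these embryos, so they are not independent evidence of a direction. Of 30 tested genes of a cell cycle list, which holds *CCND2* and *CCNA1* too, 18 had higher and 12 lower values, 0 passed over all genes or adjusted over the list alone (1 at an unadjusted p under 0.05), and camera's adjusted p was 0.909. *PCNA*, the DNA replication clamp, had 682 ± 340 FPKM (SD, n = 3) in the control embryos and 435 ± 123 in the *CARM1* KD embryos, and *CDK1*, the mitotic kinase, had 52.4 ± 43.7 and 47.3 ± 1.02 (SD, n = 3 each).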

The top-ranking 10 biological processes, 10 cellular components, and 10 molecular functions involved in each GO term were provided (Figure 5B and Supplementary Table 4) (*P* < 0.05), such as positive regulation of cell population proliferation (10 genes, e.g., *AREG*, *CCNA1*, *FGF19*, *CARM1*, *CCND2*), negative regulation of epithelial cell proliferation (4 genes, e.g., *WNT10B*, *GPC3*), cell adhesion (4 genes, e.g., *ADAM8*, *TGFBI*). Lastly, KEGG analysis revealed that the DEGs were mainly enriched in 10 significant pathways (Figure 5C and Supplementary Table 5) (*P* < 0.05), such as Hippo signaling pathway (6 genes, e.g., *WNT10B*, *ID2*, *PPP2R2C*, *AREG*, *ITGB2*, *CCND2*), PI3K-Akt signaling pathway (6 genes, e.g., *AREG*, *FGF19*, *EFNA4*, *CCND2*, *CCNA1*). 

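Of 149 genes that the deposited table annotates to the Hippo pathway, which couples cell polarity and contact to growth, 93 were tested, and 46 had higher and 47 lower values in the *CARM1* KD embryos. *AREG*, *CCND2* and *ID2*, all picked by the study on these embryos, were lower at an unadjusted p under 0.05 and no member was higher at that threshold. *ITGB2*, the integrin beta 2 subunit of leukocytes, had a count of 0 in all control embryos and FPKM values of 0.324, 0 and 0.186 in *CARM1* KD 1, 2 and 3, at least 44.7-fold higher. Of 316 genes annotated to the PI3K-Akt pathway, which carries growth factor signals, 160 were tested, with 85 higher and 75 lower values, and *AREG* and *CCND2* were lower at an unadjusted p under 0.05. *EFNA4*, an ephrin ligand, had 0.512, 0 and 1.31 FPKM in control 1, 2 and 3, and *IL7*, a cytokine of lymphocyte growth, had 1.52, 0 and 0.818. Both had a count of 0 in all *CARM1* KD embryos and were at least 72.5-fold and at least 83.1-fold lower there.
In neither pathway did a gene pass an adjusted p under 0.05 from edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and DESeq2, run after the data were seen, called *CCND2*, which is in both. As whole sets the pathways had an adjusted p of 0.250 each from limma's camera test and of 0.338 (Hippo) and 0.276 (PI3K-Akt) with an estimated correlation. The Hippo set had a median log2 fold change of -0.02 and a mean of -0.13. The PI3K-Akt set had a median of 0.07 and a mean of -0.13, and camera placed it lower. Without control 2, camera placed the Hippo set higher, at a median of 0.28.
Among the genes of Table S3, 51 had a pathway annotation and were read in at least 2 embryos, and 6 of them were Hippo genes, against 131 of 5537 annotated genes read in at least 2 embryos. This is a 4.97-fold enrichment (1-sided Fisher's exact test, p = 0.00118, adjusted p = 0.149 over 127 pathways). The PI3K-Akt pathway also held 6 of the 51, against 264 of 5537, a 2.47-fold enrichment (Fisher's exact test, p = 0.0330, adjusted p = 0.420). At an adjusted p under 0.05, 0 of the 127 pathways passed Fisher's exact test, and 12 did at an unadjusted p under 0.05. With genes at an FPKM of at least 1 in at least 2 embryos as background, which leaves 2 of 24 study genes in the PI3K-Akt pathway, its enrichment was 2.06-fold (Fisher's exact test, p = 0.253).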

Altogether, these data demonstrate that CARM1 regulates the expression of key genes important for blastocyst formation.

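Genes of the blastocyst's own cell types had higher and lower values in the *CARM1* KD embryos. Among 12 tested trophectoderm genes, 7 had higher and 5 lower values in the *CARM1* KD embryos. *KRT8* and *KRT18*, the keratins of the outer epithelium, had 7.54, 0.0484 and 30.6 FPKM and 30.3, 0 and 39.2 FPKM in control 1, 2 and 3, and 45.7, 141 and 0 FPKM and 68.9, 165 and 0 FPKM in *CARM1* KD 1, 2 and 3. *CDX2*, a transcription factor of the trophectoderm, was barely read, with 0.445 FPKM in control 2, 0.136 FPKM in *CARM1* KD 2 and a count of 0 in the other 4 embryos. Among 16 tested genes of the inner cell mass and pluripotency, 9 had higher and 7 lower values, with *KLF17*, a pluripotency factor, at 18.9 ± 17.8 FPKM (SD, n = 3) in the control embryos and 29.1 ± 5.28 (SD, n = 3) in the *CARM1* KD embryos. Among 25 tested genes of tight junctions, polarity and fluid transport, which form the blastocoel, 15 had higher and 10 lower values, with *CDH1*, E-cadherin, at 28.6 ± 5.21 and 33.8 ± 23.9 FPKM (SD, n = 3 each).
Of 22 tested oocyte transcripts, 18 had lower and 4 higher values in the *CARM1* KD embryos. The highest sums were in 1 embryo of each group. *BMP15*, a growth factor of the oocyte, had 166, 899 and 11.7 FPKM in control 1, 2 and 3 and 50.9, 0.819 and 313 FPKM in *CARM1* KD 1, 2 and 3, and *WEE2*, a kinase that holds the oocyte in meiosis, had 109, 912 and 20.7 and 49.7, 2.66 and 199 FPKM. The embryos with the 2 highest sums of oocyte transcripts, control 2 and *CARM1* KD 3, were those with *KRT8* and *KRT18* at or near 0. Of 9 tested genes of the primitive endoderm, 2 had higher and 7 lower values, with *GATA6* at 12.7 ± 11.1 and 28.7 ± 19.6 FPKM (SD, n = 3 each).
In each of these 5 lists, 0 genes passed an adjusted p under 0.05 from edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05, and DESeq2, run after the data were seen, called none. limma's camera test gave an adjusted p of 0.909 for the trophectoderm and blastocoel lists, 0.400 for the inner cell mass list and 0.272 for the primitive endoderm list. It placed the oocyte list lower (median log2 fold change -0.90, adjusted p = 9.15e-08), a call lost with an estimated correlation (adjusted p = 0.417) and without control 2 (adjusted p = 0.666, placed lower at a median of 0.37). Without *CARM1* KD 3 the median of the oocyte list was -3.20 (adjusted p = 1.51e-13 from camera). With controls 1 and 3 against *CARM1* KD 1 and 2, chosen after the data were seen, it was -1.51 (adjusted p = 4.15e-10 from camera). Both calls used camera's preset correlation of 0.01, whereas the estimate for this list over all embryos was 0.750. The oocyte genes thus moved together by embryo, and neither setting was run with an estimated correlation. The mean of the primitive endoderm list was -0.37 and its median -0.69. With a term for Y-linked transcripts, which sets *CARM1* KD 3 alone against the control embryos, the median of the trophectoderm list was -5.60 (adjusted p = 2.20e-06 from camera). Camera also placed it lower with a term for oocyte transcripts (adjusted p = 0.0129), chosen after the data were seen, and higher without *CARM1* KD 3 (adjusted p = 0.0359). With an estimated correlation, 0.590 for this list, camera's adjusted p over all embryos was 0.954. Without control 2 the primitive endoderm list turned higher, at a median of 0.37. From its own data taken together, the paper concludes that CARM1 regulates key genes that are important for forming the blastocyst.

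**Figure D2:**
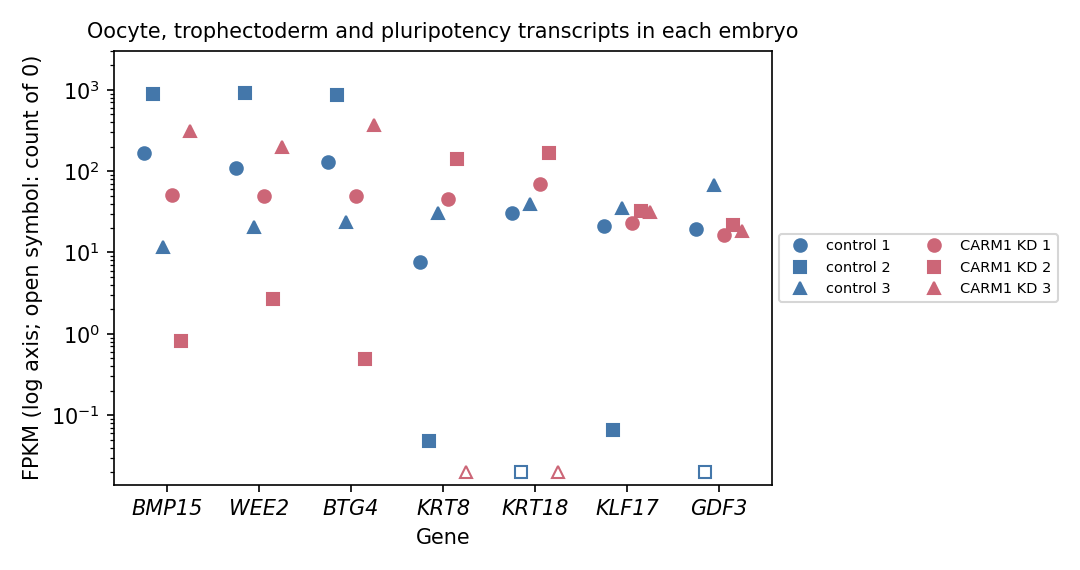
FPKM (vertical log axis) of oocyte transcripts (*BMP15*, *WEE2*, *BTG4*), trophectoderm keratins (*KRT8*, *KRT18*) and pluripotency genes (*KLF17*, *GDF3*) on the horizontal axis, 1 point per embryo, in blue for control and red for *CARM1* KD embryos; the symbol shape marks the replicate number and an open symbol at the foot marks a count of 0. Control 2 and *CARM1* KD 3 are highest for the oocyte transcripts and lowest for both keratins, and control 2 is lowest for *KLF17* and *GDF3*.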

**FIGURE 5:**
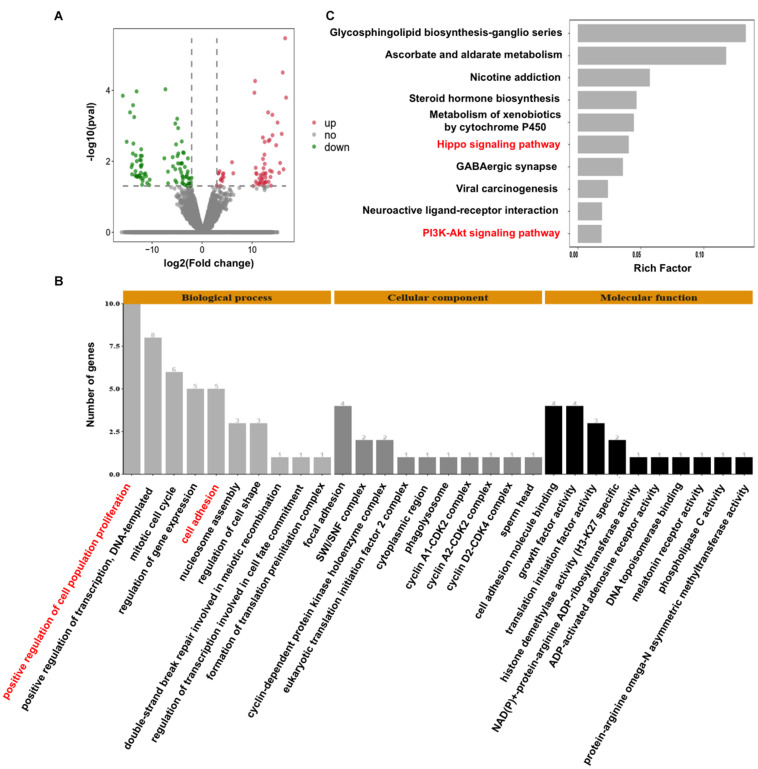
Effect of *CARM1* knockdown on the transcriptome in embryos. **(A)** Volcano plot displaying differentially expressed genes in embryos from control and *CARM1* KD groups. Green spots denote the number of downregulated genes; red spots indicate the number of upregulated genes. **(B)** GO analysis showing the most enriched functional categories enriched by the differentially expressed genes. **(C)** KEGG analysis showing the top 10 signaling pathways enriched by the differentially expressed genes.

## Discussion

Although regulatory mechanisms of CARM1-mediated H3R26me2 underlying the ICM lineage specification have been well studied (Parfitt and Zernicka-Goetz, 2010; White et al., 2016; Xia et al., 2018), the role of CARM1-catalyzed histone arginine dimethylation in the TE lineage specification and blastocyst development remains largely unknown. Here, we show that CARM1 specifically catalyzes H3R26me2, but not H3R2me2 and H3R17me2 in porcine early embryos. CARM1-mediated H3R26me2 facilitates lineage specification and blastocyst formation. Mechanistically, CARM1 regulates the expression of multiple genes required for cell proliferation and lineage specification. Therefore, our data demonstrate that CARM1-mediated H3R26me2 participates in porcine blastocyst formation.

Histone arginine methylation encompasses diverse isoforms at different residues and each methylation isoform presents unique function in a specific biological process (Kirmizis et al., 2007; Torres-Padilla et al., 2007). It is well recognized that CARM1 can catalyze H3R2me2, H3R17me2, and H3R26me2 in a specific cell type (Schurter et al., 2001), but the option of CARM1 for histone substrates frequently has context-dependent effects (Price and Hevel, 2020). Studies showed that CARM1 can simultaneously catalyze the dimethylation at R2, R17, and R26 in mouse early embryos (Torres-Padilla et al., 2007), but it does not recognize the H3R17me2 substrate in mouse embryonic fibroblasts (Cheng et al., 2020). In this study, we found that CARM1 specifically catalyzes H3R26me2, but not H3R2me2 and H3R17me2 in porcine early embryos. The discrepancy in the recognition of CARM1 substrates in early embryos could be due to species differences. The development of early embryos exhibits a unique feature between mice and pigs (Alberio, 2020), which might cause a different requirement for CARM1’s histone substrates. Since CARM1 also catalyzes non-histone proteins in some cell types (Shishkova et al., 2017), we could not rule out the possibility that CARM1 targets other arginine substrates in porcine early embryos.

Accumulating evidences indicated that epigenetic regulation plays a critical role in the lineage specification of mammalian blastocyst (Paul and Knott, 2014; Fu et al., 2020). The results in this study showed that *CARM1* KD led to a significant reduction in the number of ICM and TE cells, suggesting that CARM1 regulates lineage allocation in porcine blastocysts. In mouse preimplantation embryos, CARM1-mediated H3R26me2 limits trophectodermal features to bias blastomeres toward ICM lineage (Torres-Padilla et al., 2007). Similarly, our transcriptomic analysis revealed that CARM1 regulates Hippo signaling pathway in porcine embryos. 

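Of 25 tested core genes of the Hippo pathway, its kinases, adaptors and transcription factors, 10 had higher and 15 lower values in the *CARM1* KD embryos. *TEAD4*, the transcription factor through which YAP acts in the trophectoderm, had 7.28 ± 3.49 FPKM (SD, n = 3) in the control embryos and 10.5 ± 5.14 (SD, n = 3) in the *CARM1* KD embryos. *AMOT*, an adaptor that retains YAP in the cytoplasm, had 8.22 ± 6.49 and 8.19 ± 5.90 FPKM, and *WWTR1*, the YAP partner TAZ, had 5.92 ± 5.64 and 18.5 ± 17.9 FPKM (SD, n = 3 each). Among 12 tested target genes of YAP, 4 had higher and 8 lower values. *CCN1* and *CCN2*, textbook YAP targets of the extracellular matrix, had 4.87, 17.1 and 84.2 FPKM and 8.52, 7.35 and 20.6 FPKM in control 1, 2 and 3, and 9.26, 4.37 and 12.3 FPKM and 3.34, 3.79 and 27.0 FPKM in *CARM1* KD 1, 2 and 3.
In both lists, 0 genes passed an adjusted p under 0.05 from edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and DESeq2, run after the data were seen, called none. At an unadjusted p under 0.05 there were 0 core genes and 1 target gene, *AREG*, which the study had also picked on these embryos. limma's camera test gave an adjusted p of 0.909 for the core genes (median log2 fold change -0.10, mean 0.06, placed lower) and of 0.117 for the target genes (median -0.37, mean -0.78, placed lower; the median ranged from -1.63 without *CARM1* KD 3 to 0.13 without control 2). With an estimated correlation the adjusted p was 0.954 and 0.377. The target genes passed camera's adjusted threshold without control 1 (adjusted p = 0.0236), without *CARM1* KD 3 (adjusted p = 0.0359) and with an FPKM of at least 1 in 3 embryos (adjusted p = 0.0193), and the core genes were placed higher without control 2, at a median of 0.41.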

Disruption of Hippo signaling leads to the misspecification of the ICM lineage in several species (Nishioka et al., 2009; Negron-Perez and Hansen, 2018; Cao et al., 2019). Thus, we speculate that CARM1 may activate Hippo signaling to facilitate ICM lineage specification in pigs. On the other hand, CARM1 is required for differentiation of epithelial cells (O’Brien et al., 2010) and enforced expression of CARM1 promoted *CDX2* transcription and increased TE cell number in murine cloned blastocysts (Bang et al., 2018). It is thus likely that CARM1 elevates the expression of trophectoderm genes to promote TE lineage specification. Altogether, these results lead us to reason that CARM1 may exert differential mechanisms to allow the first lineage specification in porcine blastocysts.

Whether CARM1 is essential for blastocyst formation in mice has not reached consistent conclusions (White et al., 2016; Yang et al., 2019), but our data document that CARM1 is indispensable for porcine blastocyst development. A number of signaling pathways have been shown to be essential for blastocyst formation in mammals (Maekawa et al., 2005; Nakasato et al., 2006; Jiao et al., 2020). 

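*AREG*, which encodes the EGF receptor ligand amphiregulin, was lower in each *CARM1* KD embryo than in any control embryo. It had FPKM values of 5.27, 75.1 and 5.09 in control 1, 2 and 3 and of 1.51, 1.34 and 0.234 in *CARM1* KD 1, 2 and 3. The difference was largest through control 2: the log2 fold change was -4.83 (standard error 1.51) with all embryos and -2.30 without control 2. Its unadjusted p was 0.0138 and its adjusted p was 0.9999 from edgeR's quasi-likelihood test. The gene (ENSSSCG00000008963) lies on chromosome 8 from 70417919 to 70429494.
The core genes of PI3K-AKT signaling were read in both groups, and 19 of 26 tested had higher and 7 lower values in the *CARM1* KD embryos. *FOXO1*, a transcription factor that AKT excludes from the nucleus, had 7.47 ± 3.02 FPKM (SD, n = 3) in the control embryos and 19.8 ± 8.89 (SD, n = 3) in the *CARM1* KD embryos. *RHEB*, an activator of mTOR, had 47.3 ± 35.3 and 53.8 ± 17.9 FPKM (SD, n = 3 each). Of these 26 genes, 0 passed an adjusted p under 0.05 from edgeR, over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05, and DESeq2, run after the data were seen, called none. The list had a median log2 fold change of 0.45 and an adjusted p of 0.208 from limma's camera test, 0.417 with an estimated correlation, and from 0.0141 to 0.902 over the alternatives. It passed that threshold without control 2 (adjusted p = 0.0267 from camera) and without *CARM1* KD 1 (adjusted p = 0.0394). It also did so with a term for oocyte transcripts (adjusted p = 0.0189 from camera) and with one for Y-linked transcripts, which leaves *CARM1* KD 3 alone against the control embryos.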

In this study, single-embryo transcriptomic analysis revealed that CARM1 is implicated in both Hippo and PI3K-AKT signaling pathways, in which amphiregulin (*AREG)* was downregulated in *CARM1* KD embryos. Previous studies established that AREG peptide supplementation elevated blastocyst rates in mice (Richani et al., 2013) and pigs (Prochazka et al., 2011). In addition, inhibition of Akt activity blocked murine blastocyst formation (Riley et al., 2005), and inactivation of PI3K signaling also prevented porcine blastocyst development (Jiao et al., 2020). Together, these data demonstrate that CARM1 in porcine embryos facilitates blastocyst formation via modulating the expression of key genes involved in signaling pathways. Future chromatin immunoprecipitation (ChIP) studies in pig embryos are warranted to confirm whether CARM1 regulation on these genes depends on H3R26me2.

## Conclusion

In conclusion, our findings demonstrate that CARM1-mediated H3R26me2 is required for blastocyst development in pigs. Our results may provide new insights into the regulatory mechanism of CARM1-catalyzed H3R26me2 in porcine blastocyst development. These findings will be instrumental in developing novel strategies to improve developmental competence of porcine *in vitro* production embryos.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number (GSE173965).

## Ethics Statement

Animal experiments were conducted in accordance with the Institutional Animal Care and Use Committee (IACUC) guidelines under current approved protocols at Anhui Agricultural University.

## Author Contributions

ZC and YZ designed the research and wrote the manuscript. XT, HY, NZ, XZ, MZ, XW, QL, and YY performed the experiments. XT, HY, NZ, and XZ analyzed the data. YM, TY, and YL revised the manuscript. All authors read and approved the final version of manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Verification of the specificity of H3R2me2, H3R17me2, and H3R26me2 antibody. H3R2me2, H3R17me2, and H3R26me2 antibody was tested on porcine blastocysts. The secondary antibody was replaced with blocking buffer to serve as a negative control. Representative images obtained by confocal microscopy are shown. Scale bar: 50 μm.

Supplementary Figure 2 Effect of CARM1 inhibition on cleavage-stage embryonic development, H3R2me2, and H3R17me2 levels in embryos. **(A)** Representative images of embryos at different stages. Scale bar: 100 μm. **(B)** Developmental rates of 2-cell, 4-cell, 8-cell, and morula in the control and the *CARM1* inhibition groups. Effect of CARM1 inhibition on H3R2me2 **(C)** and H3R17me2 **(D)** levels in 2-cell, 4-cell, and blastocysts. Embryos at different stages were stained for H3R2me2, H3R17me2 (red), and DNA (blue). The experiment was independently repeated three times with at least 15 embryos per group. Scale bar: 50 μm. All data are shown as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05).

Supplementary Figure 3 Effect of *CARM1* knockdown on H3R2me2 and H3R17me2 levels in embryos, and cleavage-stage embryonic development. Effect of *CARM1* KD on H3R2me2 **(A)** and H3R17me2 **(B)** levels in 2-cell, 4-cell, and blastocysts. Embryos at different stages were stained for H3R2me2, H3R17me2 (red), and DNA (blue). The experiment was independently repeated three times with at least 11 embryos per group. Scale bar: 50 μm. **(C)** Representative images of embryos at different stages. Scale bar: 100 μm. **(D)** Developmental rates of 2-cell, 4-cell, 8-cell, and morula in the control and the *CARM1* KD groups. All data are expressed as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05).

Supplementary Figure 4 Effect of *CARM1* knockdown on blastocyst formation and lineage allocation of *in vitro* fertilized embryos. **(A)** Representative images of IVF blastocysts from different stages at days 5, 6, and 7. Scale bar: 100 μm. **(B)** Percentage of blastocyst rates at days 5, 6, and 7. **(C)** Representative fluorescence images of IVF blastocysts. Embryos at different groups were stained for CDX2 (green) and DNA (blue). The experiment was independently repeated three times with at least 20 embryos per group. Scale bar: 50 μm. **(D)** Analysis of lineage allocation in IVF blastocysts. The numbers of total cells, ICM cells, TE cells, and the ratio of ICM cells to TE cells were recorded and subject to statistical analysis. ICM: inner cell mass; TE: trophectoderm. All data are expressed as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05).

Supplementary Figure 5 Validation of single-embryo RNA sequencing data by qPCR. Relative abundance of six differentially expressed genes was determined by qPCR. The experiment was independently repeated three times. Data were normalized to the housekeeping gene (*EF1*α*1*) and the data from control group were set as 1. Data are shown as mean ± S.E.M and different letters on the bars indicate significant differences (*P* < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

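RNA was measured by single-embryo RNA sequencing in 6 libraries, each from 1 embryo at day 5: 3 uninjected control embryos and 3 *CARM1* KD embryos from MII oocytes injected with about 10 pl of 50 μM siRNA. Groups and replicate numbers were taken from the sample labels and the paper, and 0 columns of the tables lacked a sample. The labels call the embryos blastocysts, and the sources used here do not say whether they were parthenogenetic or fertilized.

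The authors deposited FPKM values and estimated counts for 24358 genes and 47421 transcripts. The paper describes RNeasy extraction, TruSeq Nano libraries, Illumina HiSeq sequencing, the pig reference genome and Cufflinks, with DEGs at an FDR of at most 0.05 and at least a 2-fold change. The submitters' processing notes list fastp, HISAT2, StringTie, edgeR, HOMER, ChIPseeker and the build GRCh38.p10, without versions for the tools. Which of these made the deposited values is not given in the sources used here. The coordinates overlapped 99.97% of same-named RefSeq genes of Sscrofa11.1 on the same chromosome. The authors' counts per gene equalled the sum over transcripts for all 24358 genes, and FPKM was written as 0.0001 where the count was 0, which is given as 0 here. The FPKM values of all 154 genes of Table S3 were identical to those deposited. Of 6907 genes named only by identifier, 951 received a symbol from an Ensembl name table.

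Before the data were examined, limma on log2(FPKM + 1) was chosen as the test, to be replaced by edgeR's quasi-likelihood test if the tables held counts. Because the authors deposited estimated counts, edgeR was used on counts rounded to whole numbers, with TMM scaling and Benjamini-Hochberg adjustment, for 10639 genes with an FPKM of at least 1 in at least 2 of the 6 libraries. Standard errors were the log2 fold change divided by the square root of the F statistic. The fit had 4 residual degrees of freedom. Single values were compared with an exact permutation test (2-sided), which cannot give a p below 0.1 for 3 embryos against 3. A fold against a group with a count of 0 throughout was computed against a floor of 3 counts over that group, which covers counting error only.

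Gene lists were fixed before the data were examined: arginine methylation, Hippo core, YAP targets, PI3K-AKT core, inner cell mass and pluripotency, trophectoderm, blastocoel epithelium, primitive endoderm, oocyte transcripts, cell cycle, apoptosis and stress, mitochondrially encoded, imprinted (maternally and paternally expressed), blood and immune, cumulus and granulosa, sperm, Y-linked genes, and the genes that the paper names for proliferation, epithelial proliferation, adhesion, Hippo, PI3K-Akt and qPCR. Lists with at least 5 tested genes, 18 in all, were tested with limma's camera (preset correlation 0.01), with camera under an estimated correlation, and with fry. The 2 KEGG pathways annotated in the deposited table were adjusted as their own family. Fisher's exact test (1-sided) compared genes of Table S3 with annotated genes read in at least 2 libraries.

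The genes named were all genes that the paper names, the 12 genes with the smallest p whose groups did not overlap, up to 4 tested genes of highest mean FPKM in each list, and the listed Y-linked genes of Table S3. Values in Tables S3 to S5 had been seen before this rule was written. Further members of some lists, outside those 4, are named for what they encode and were chosen after their values were seen.

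The fit was tested on simulated counts in which 200 genes were changed. With the spread of the real libraries (10634 genes), 0 of 50 genes changed 2-fold, 0 of 50 changed 4-fold, 1 of 50 changed 16-fold and 0 of 50 changed 64-fold passed the adjusted threshold. With a coefficient of variation of 0.3 (10639 genes), 14, 50, 50 and 50 of 50 passed. At the same number of embryos, the calls thus differed with the spread between them.

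The alternatives were other pseudocounts with limma, no filter and a stricter filter, quantile and median-ratio scaling, mitochondrial or Y-linked genes left out, library weights, a replicate block, a term for Y-linked transcripts (present in *CARM1* KD 1 and 2 only, so that it leaves *CARM1* KD 3 alone against the control embryos), each library left out in turn, other enrichment backgrounds and other set tests. Quantile normalization was run on log2(FPKM + 1) values. Chosen after the data were seen were limma on log2(FPKM + 1) beside edgeR, DESeq2, a term for oocyte transcripts, and controls 1 and 3 against *CARM1* KD 1 and 2. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.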

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

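The 3 tests of explanations in this part were chosen after the Y-linked values had been seen.

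Y-linked genes, which the paper does not discuss, were read far above the control embryos in 2 *CARM1* KD embryos: a list of 11 Y-linked genes of Table S3 summed to 141.5 FPKM in *CARM1* KD 1 and 188.0 FPKM in *CARM1* KD 2, against 0.131 FPKM or less in each control embryo and 0 in *CARM1* KD 3. *EIF1AY* had 14.0 and 7.26 FPKM and *ZFY* 2.14 and 2.90 FPKM in *CARM1* KD 1 and 2, with a count of 0 in the other 4 embryos, so that they were at least 680-fold and at least 283-fold higher in the *CARM1* KD group, while *SRY* had a count of 0 in all embryos. All 11 tested genes of this list were higher, 0 at an adjusted p under 0.05 over all genes from edgeR, 11 at an unadjusted p under 0.05 and 11 adjusted over the list alone, and 4 were called by DESeq2. limma's camera gave an adjusted p of 3.84e-16, and 0.316 with an estimated correlation, and the study chose the list on these embryos, so it is not independent evidence. Of the 6 Y-linked genes listed by symbol, 2 were tested and both had higher values. The list leaves out 1 further gene of Table S3 on chromosome Y, ENSSSCG00000035838, which had a count of 0 in the control embryos and in *CARM1* KD 2 and FPKM values of 1.62 in *CARM1* KD 1 and 2.60 in *CARM1* KD 3. Other genes that the table places on chromosome Y, such as *CD99*, named after its values were seen, were read in both groups (7.06, 0 and 7.80 FPKM in control 1, 2 and 3 and 8.45, 19.7 and 3.54 FPKM in *CARM1* KD 1, 2 and 3). Whether *CD99*, ENSSSCG00000035838 and the other genes outside the list also lie on chromosome X was not examined. Their reads therefore do not show that an embryo carried a Y chromosome.

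Reads of X-linked copies placed on the Y chromosome are argued against: in the other 4 embryos, the counts of the 11 listed genes were at most 0.00290% of the counts of 6 X-linked copies such as *DDX3X* and *USP9X*, against 11.0% in *CARM1* KD 1 and 17.6% in *CARM1* KD 2. A rise of Y-linked genes through the knockdown cannot be told apart from other explanations by the 0 counts of the listed genes in *CARM1* KD 3, which are those of a single library. It also stays open whether embryos carrying a Y chromosome fell into 1 group by chance, since Fisher's exact test (2-sided) of 2 of 3 against 0 of 3 embryos, counted by the 11 listed genes, gave p = 0.4 and the embryos are too few to decide. A parthenogenetic embryo has no Y chromosome, so the origin of the embryos in the 2 groups may bear on this pattern. The 11 listed genes had counts of 14053 in *CARM1* KD 1 and 15660 in *CARM1* KD 2, which argue against a parthenogenetic origin of these 2 embryos. For the other 4 embryos, with counts of at most 4, the origin stays open and was not tested.

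*MISP* was read in all 3 *CARM1* KD embryos at a mean of 1.35 FPKM, above every control embryo, and is not discussed in the paper.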

How the results depend on the processing

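The alternatives chosen after the data were seen were limma on log2(FPKM + 1), controls 1 and 3 against *CARM1* KD 1 and 2, the term for oocyte transcripts and DESeq2. At the spread of these embryos, few simulated changes of up to 64-fold passed the adjusted threshold, and what depth alone would allow was not tested. Of 10639 genes 0 passed edgeR's adjusted threshold, and 0 did so in every alternative but DESeq2. *CARM1* stayed lower in all alternatives (log2 fold change -4.34 to -3.23 with a library left out, -1.61 with quantile normalization and -1.49 with limma on log2(FPKM + 1)). With quantile normalization, which was run on log2(FPKM + 1), the fold changes of the 7 tested genes that the paper names lay nearer 0, such as -2.26 for *CCND2*. Since limma on log2(FPKM + 1) without it gave *CARM1* a similar value, these are not effects of the normalization alone. Without *CARM1* KD 2 *CCNA1* had 1.60. Of 452 values of 25 named genes under the alternatives, 448 kept their direction, 4 were reversed and 11 passed the adjusted threshold. These 25 genes were picked by the study or by a small p on these same embryos, so their kept direction is no independent evidence. The enrichment of the Hippo genes stayed between 5.07- and 7.09-fold and that of the PI3K-Akt genes between 2.06- and 2.64-fold, the lowest at p = 0.253 by Fisher's exact test with genes at an FPKM of at least 1 in 2 libraries as background. The median of all genes, 0.10 on the log2 scale, moved between -0.18 with a term for Y-linked transcripts and 0.39 with limma on log2(FPKM + 0.01). Under the term for Y-linked transcripts, which takes up *CARM1* KD 1 and 2, the group effect is that of *CARM1* KD 3 alone, assumed to vary like the other embryos. No value could be given where a gene missed the filter of a setting, where the groups compared had a count of 0 throughout, or for listed Y-linked genes under the term for them, apart from 2. DESeq2 has no camera test, and the authors' own p-values were not run because the deposited values come without them and Table S3 gives them for its genes only. The cause was not tested for any of the following changes.

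At an unadjusted p under 0.05 and at least a 2-fold change, with 36 genes higher, 37 lower and 51 study genes at first, limma on log2(FPKM + 1) gave 75 higher and 30 study genes, limma on log2(FPKM + 0.1) gave 58 higher and 26 study genes, and limma on log2(FPKM + 0.01) gave 20 study genes. No filter gave 81 higher, 162 lower and 132 study genes, and an FPKM of at least 1 in 3 libraries gave 15, 22 and 18. Quantile normalization gave 57 lower and 26 study genes, library weights 65 higher, 90 lower and 26 study genes, and the term for Y-linked transcripts 16, 135 and 14. Controls 1 and 3 against *CARM1* KD 1 and 2 gave 89, 80 and 32, the term for oocyte transcripts 68 lower and 30 study genes, and DESeq2 86 higher and 107 lower. DESeq2 called 5 genes higher and 7 lower at its adjusted p, with *CARM1* at -4.18. With a library left out, higher genes ranged from 7 (without *CARM1* KD 2) to 67 (without control 1), lower genes from 32 to 70 (without *CARM1* KD 3) and study genes from 19 to 44.

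The deviations of same-numbered embryos correlated at 0.1775, -0.4746 and -0.5042, and control 2 correlated best with *CARM1* KD 3 (0.5432), so these values show no pairing by replicate number. They cannot exclude one, because the deviations were taken from the mean of each group and are tied to each other. With the replicate block, 9 genes were higher, 7 lower and 16 study genes passed, and *CARM1* had -3.77.

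Camera's adjusted p was passed by 6 lists at first, by 3 for controls 1 and 3 against *CARM1* KD 1 and 2, by 0 with an estimated correlation and 0 with fry, and by 3 to 7 with a library left out (3 without control 2). The following list medians, up to those with a library left out, were those of settings in which the direction of the test turned. With limma on log2(FPKM + 1) they were 0.39 for arginine methylation, 0.27 for blood, 0.10 for paternally expressed and 0.44 for trophectoderm genes. With limma on log2(FPKM + 0.1) they were 0.45 for blood, -0.030 for paternally expressed and 0.93 for trophectoderm genes, and on log2(FPKM + 0.01) 0.82, -0.046 and 0.92. Without a filter, Hippo core genes had -0.080 and trophectoderm genes -0.010, and without mitochondrial genes Hippo core genes had -0.075. Quantile normalization, under which the mitochondrial genes missed the threshold of camera (adjusted p = 0.0642) without turning, gave 0.13 for arginine methylation and -0.11 for paternally expressed genes. Library weights gave -0.80 for blood, 0.18 for Hippo core, -0.00083 for paternally expressed, 0.13 for KEGG Hippo, 0.087 for mitochondrial and -0.20 for trophectoderm genes, and 0.50 for *WNT10B*. The term for Y-linked transcripts, so *CARM1* KD 3 alone, gave 0.19 for arginine methylation, -0.43 for epithelium, -0.77 for blood, -0.33 for cell cycle, 0.45 for Hippo core, 0.22 for KEGG Hippo, 0.39 for oocyte and -5.60 for trophectoderm genes, -0.32 for *CCNA1*, -3.51 for ENSSSCG00000026430 and -3.97 for ENSSSCG00000033734. Controls 1 and 3 against *CARM1* KD 1 and 2 gave 0.29 for apoptosis, -0.0057 for Hippo core, 0.040 for inner cell mass, 0.47 for maternally expressed and 0.39 for mitochondrial genes. The term for oocyte transcripts gave 0.16 for epithelium, -0.052 for blood, 0.15 for cell cycle, 0.26 for Hippo core and -0.26 for trophectoderm genes. With fry, arginine methylation had 0.20, Hippo core -0.10, KEGG Hippo -0.017 and KEGG PI3K-Akt 0.073. With a library left out, medians, whether or not the direction of the test turned, ranged from -0.081 to 0.28 for KEGG Hippo, 0.053 to 0.43 for arginine methylation, 0.011 to 0.30 for epithelium, -0.063 to 1.07 for blood, 0.081 to 0.57 for cell cycle, -0.41 to 0.41 for Hippo core, -0.35 to 1.02 for inner cell mass, -0.25 to 0.75 for paternally expressed, -0.91 to 0.15 for maternally expressed, -1.57 to 0.27 for mitochondrial, -3.20 to 0.37 for oocyte, -1.63 to 0.13 for YAP target, -1.13 to 0.37 for primitive endoderm and 0.054 to 1.11 for trophectoderm genes.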

Differences from the paper's values

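The comparisons with alternatives added after the data were seen are limma on log2(FPKM + 1), controls 1 and 3 against *CARM1* KD 1 and 2, the term for oocyte transcripts and DESeq2; the others were set before the data were examined.

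The paper's count of genes at an FDR of at most 0.05 and at least a 2-fold change is 154, of which 89 are lower and 65 higher, and edgeR gave 0, 0 and 0. Every alternative set before the data were examined also gave 0 and so differs from the paper's counts. DESeq2, chosen after seeing the values, called 12 genes, all of them among the paper's, and dropped 142 of the paper's 154. These 142 include the 76 genes of Table S3 that missed the filter and were not tested.

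Table S3 gives an unadjusted p under 0.05 for all of its genes, so the paper's 154, 89 lower and 65 higher were also set beside the counts at that threshold with at least a 2-fold change, which were 73, 37 and 36. The sets of genes differ, since 76 of the 154 missed the filter and were not tested. With no filter, 132 of the 154 had the paper's direction at an unadjusted p under 0.05 from edgeR. Among alternatives set before the data were examined, the count of all genes fell within 1.5 times the paper's with library weights (155), a term for Y-linked transcripts, which sets *CARM1* KD 3 alone against the control embryos (151), without control 1 (106) and without *CARM1* KD 3 (106). The count of lower genes did so with library weights (90) and without *CARM1* KD 3 (70), and that of higher genes with limma on log2(FPKM + 0.1) (58), no filter on low values (81), library weights (65) and without control 1 (67). All other such alternatives differ. A similar number did not mean the same genes. Of the paper's 154, 26 had its direction at an unadjusted p under 0.05 with library weights, 37 without control 1 and 34 without *CARM1* KD 3. Of the alternatives chosen after seeing the values, limma on log2(FPKM + 1) gave 106, with 75 higher and 31 lower, and dropped 124 of the paper's genes. Controls 1 and 3 against *CARM1* KD 1 and 2, chosen after seeing the values, gave 169, with 89 higher and 80 lower, and dropped 122. The term for oocyte transcripts, chosen after seeing the values, gave 101, with 33 higher and 68 lower, and dropped 124, and DESeq2, likewise, gave 193, with 86 higher and 107 lower, and dropped 90. Each of these counts of dropped genes includes the 76 that were not tested.

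Table S3 gives log2 fold changes for the 7 tested genes that the paper names, such as -3.81 for the paper's *CARM1*, and edgeR's fold changes of all 7 were within 1 standard error of these, the bound beyond which a value is said to differ. Among alternatives set before the data were examined, quantile normalization differs from the paper's values for all 7 genes: -1.61 for *CARM1*, -1.65 for *WNT10B* against the paper's -5.35, -2.42 for *ID2* against -3.65, -3.19 for *AREG* against -4.79, 1.88 for *CCNA1* against 3.72, -2.12 for *GPC3* against -3.46 and -2.26 for *CCND2* against -7.33. Quantile normalization was run on log2(FPKM + 1), and limma on that scale without it, chosen after the data were seen, gave -1.49 for *CARM1*. Library weights differ for *WNT10B* (0.50), *AREG* (-2.52) and *CCND2* (-4.37), and limma on log2(FPKM + 0.1) for *WNT10B* (-2.94) and *CCND2* (-4.47). Without control 2 the value of *AREG* was -2.30 and without *CARM1* KD 2 that of *CCNA1* was 1.60. With the term for Y-linked transcripts *CCNA1* had -0.32 and *CCND2* -13.88, and all other such values did not differ.

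The paper's enrichment p for the Hippo pathway is 0.000639, and Fisher's exact test gave p = 0.00118. With all genes with a KEGG annotation as background it was 0.000642, within the paper's, while without Y-linked genes it was 0.00106 and with genes at an FPKM of at least 1 in 2 libraries as background 0.00212. The paper's p for the PI3K-Akt pathway is 0.0265 and Fisher's exact test gave 0.0330, which does not differ by more than 1.5 times, but with the last of these backgrounds it was 0.253, which does.

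The paper's methods state an FDR threshold of 0.05 for DEGs, whereas 1 of the 154 genes of the paper's Table S3 has a q of at most 0.05 and 137 have a q equal to 1. The paper's text places *CCNA1* among the PI3K-Akt genes, but neither Table S5 nor the deposited annotation lists it in that pathway or in the Hippo pathway.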

Other observations

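The tests of the oocyte and keratin pattern and of the splits by gene counts were chosen after the results were seen, and the split by gene lists was planned.

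Most transcripts of the mitochondrial genome had lower values in the *CARM1* KD embryos, 34 of 36 tested, with a median log2 fold change of -1.16. limma's camera placed them lower (adjusted p = 6.26e-09), a call lost with an estimated correlation (adjusted p = 0.417) and with quantile normalization (median -0.54, adjusted p = 0.0642) and turned without control 2 (median 0.27), with library weights (median 0.087) and for controls 1 and 3 against *CARM1* KD 1 and 2 (median 0.39), chosen after the data were seen. From edgeR 0 passed an adjusted p under 0.05 over all genes or adjusted over the list alone, 4 were lower at an unadjusted p under 0.05, and DESeq2 called none. Of 26 tested genes of apoptosis and stress, 16 had lower and 10 higher values (median -0.44, camera adjusted p = 0.00564, 0.377 with an estimated correlation, 0.770 without control 2, 0.399 without *CARM1* KD 3 and 0.910 with library weights), and 0 passed from edgeR over all genes, adjusted over the list alone or at an unadjusted p under 0.05, and DESeq2 called none. *FOS*, an immediate early transcription factor, had 84.4, 33.0 and 62.6 FPKM in control 1, 2 and 3 and 24.7, 20.5 and 23.4 FPKM in *CARM1* KD 1, 2 and 3. *IER2*, another immediate early gene, had 239 FPKM in control 2 and between 8.16 and 34.7 FPKM in the other 5 embryos.

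Imprinted genes had higher and lower values. Of 8 tested genes of the maternally expressed list, 4 had higher and 4 lower values (median 0.00, mean -0.60, placed lower by camera with an adjusted p of 0.140). The list passed camera's threshold without *CARM1* KD 2 (median -0.91, adjusted p = 0.00365) and with a term for Y-linked transcripts, which sets *CARM1* KD 3 alone against the control embryos (median -1.01, adjusted p = 0.0328). Over all embryos its adjusted p was 0.377 with an estimated correlation and 0.770 from fry. Of 9 of the paternally expressed list, 6 had higher and 3 lower values (median 0.17, camera adjusted p = 0.909). *DIRAS3*, a paternally expressed GTPase, had 14.0, 0 and 0.445 FPKM in control 1, 2 and 3 and 21.0, 50.7 and 1.55 FPKM in *CARM1* KD 1, 2 and 3. Of 5 tested blood and immune genes, 3 had higher and 2 lower values (camera adjusted p = 0.952). Of 4 tested cumulus and granulosa genes all had lower values (median -1.27), among them *FST*, follistatin, at 15.4 ± 10.7 and 5.42 ± 2.36 FPKM (SD, n = 3 each), and of 2 tested sperm genes 1 was higher and 1 lower; these lists were too short for camera. In these 5 lists 0 genes passed from edgeR over all genes, adjusted over the list alone or at an unadjusted p under 0.05, and DESeq2 called none. Of the genes that the paper names, 7 of 15 were tested, the siRNA target *CARM1* included, 6 with lower and 1 with higher values. Camera's adjusted p was 1.29e-11, and 0.0677 with an estimated correlation. From edgeR 0 passed over all genes and 5 adjusted over the list alone, which is not independent evidence. The like count adjusted over the list alone was 3 of 4 tested genes for the paper's Hippo genes, 2 of 2 for the PI3K-Akt genes of Table S5, 1 of 2 for its epithelial genes and 0 of 1 for its adhesion genes, with 0 over all genes in each. *CCNA1*, which the paper's text also places in PI3K-Akt, is not in that list and had a higher value (log2 fold change 3.82).

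Control 2 and *CARM1* KD 3 had the highest oocyte transcripts and keratins at or near 0. A swap of the 2 libraries between the groups is argued against by *CARM1* itself, which was 16.5-fold higher in control 2 than in *CARM1* KD 3. Mitochondrial transcripts taking most of the counts are argued against too, since with those left out the lower of the 2 shares of oocyte transcripts was still 2.61 times the highest of the other 4. A difference in developmental stage may underlie the pattern but cannot be told apart with 6 embryos: over them, the trophectoderm sum without *KRT8* and *KRT18* ran against the oocyte sum with Spearman's rho of -0.657 (exact permutation p = 0.175) and Pearson's r of -0.70 (exact permutation p = 0.0889), 2 relations in the same pair of measures. Without *CARM1* KD 2 and control 2, farthest from the median oocyte sum, r was -0.96 over 4 embryos. No p was computed for these 4, which are too few to decide.

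The 6 embryos can be split into groups of 3 in 10 ways, too few for a share under 0.05. At an unadjusted p under 0.05 and at least a 2-fold change, the real groups gave 73 genes and the highest other split gave 1268, and 7 of the 10 splits gave at least as many. That split sets control 1, control 2 and *CARM1* KD 3 against the rest, and a count several times the real one points to a structure of the samples. At an adjusted p under 0.05 from edgeR, both the real groups and the highest other split gave 0 genes, as did all 10 splits. For gene lists past camera's adjusted p, the real groups gave 6 and the highest other split 5, so that 1 of the 10 splits reached that number. The 6 include the listed Y-linked genes, the genes that the paper names and its proliferation genes, all chosen by the study on the real groups. These lists favour the real groups in advance, so the rank of the real groups among the splits is no independent evidence.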
